# Enhancement of memory and emotional functions by long-term ingestion of protease-treated porcine liver extract in mice

**DOI:** 10.1038/s41598-025-03362-4

**Published:** 2025-05-28

**Authors:** Taiga Kurihara, Masanori Sasanuma, Masahiro Kato, Toshio Inoue, Naoko Okada, Teruki Shirayama, Yusuke Tanikawa, Taiki Kawahara, Kazuhiro Sohya, Hiroki Yasuda, Yoshikazu Matsuda, Takeshi Uemura

**Keywords:** Porcine liver, Nutrition, Memory, Anxiety, Locomotor activity, Animal behaviour, Nutritional supplements

## Abstract

The relationship between diet and brain functions has garnered attention. Previous studies have shown that ingesting a protease-treated porcine liver decomposition product (PLDP) improves cognitive function in humans. In this study, we investigated the effects of PLDP ingestion on cognitive and emotional functions in mice. Mice were fed a PLDP-enhanced diet for 16 weeks and subjected to various behavioral assessments. PLDP ingestion enhanced long-term memory in Barnes maze test. Moreover, mice fed the PLDP diet exhibited reduced anxiety- and depression-like behaviors as evidenced by their performance in open-field, elevated plus maze, marble-burying, and forced swim tests. They also increased locomotor activity. RNA sequencing analysis of the brain tissue revealed substantial changes in gene expression, particularly in pathways associated with learning, memory, and anxiety regulation. Collectively, these results suggest that PLDP induces changes in gene expression associated with brain function, potentially contributing to the enhancement of cognitive function and psychological health. Furthermore, our findings not only enhance our understanding of the relationship between nutrition and brain function but also indicate the potential of interventions utilizing dietary components, such as PLDP, to support cognitive function and psychological health.

## Introduction

Nutrition not only fulfills the body’s basic energy requirements but also plays a vital role in regulating brain health. In recent years, the intricate relationship between diet and brain function, including cognitive ability and emotional health, has garnered attention^1–4^. Numerous studies have highlighted the pivotal roles of various nutrients, including vitamins, choline, omega-3 fatty acids, flavonoids, minerals, and amino acids, such as tryptophan and tyrosine, in supporting cognitive health and mitigating mental health issues such as anxiety and depression^2,4,5^. The identification of dietary and nutritional components that influence brain function and behavior can provide insights into potential dietary interventions for cognitive and emotional disorders, as well as suggest novel pharmacological targets.

The liver is highly nutritious and has long been recognized as a valuable ingredient for nutritional supplementation. As a highly nutrient-dense organ, the dietary liver has exceptional nutritional value. It is abundant in high-quality proteins and contains essential nutrients, including vitamins such as folic acid, vitamin A, and vitamin B^6,7^. Furthermore, the liver provides important nutrients such as fat-soluble antioxidant coenzymes Q10, choline, and taurine^8–10^.

Protease-treated porcine liver decomposition product (PLDP) is obtained through the enzymatic hydrolysis of porcine liver proteins^11^. Our previous human clinical trials involving 10 to 50 participants suggest that long-term ingestion of PLDP improves cognitive function, particularly memory and recall abilities^11–13^. Specifically, participants ingested PLDP orally for four weeks have shown improved scores in visual memory and delayed recall assessments using the Revised Hasegawa Dementia Scale and Wechsler Memory Scale-Revised, suggesting that ingestion of PLDP may positively affect cognitive function^11,12^.

In this study, we investigated the long-term effects of PLDP ingestion on cognitive and emotional functions in mice. Mice were fed a diet containing PLDP for 16 weeks and subjected to a series of behavioral tests for assessing memory, locomotor activity, anxiety, and depression. Additionally, RNA sequencing (RNA-seq) analysis was conducted on brain tissues to identify changes in gene expression related to PLDP ingestion.

## Results

### Ingestion of PLDP enhances long-term memory in mice

To examine the consequences of long-term ingestion of PLDP on learning and memory in C57BL/6N male mice, we fed them a specialized diet containing PLDP for 16 weeks and conducted a behavioral test (Fig. 1A). The composition of PLDP is shown in Table 1. The PLDP-containing diet was formulated according to the AIN-93 M guidelines^14^, while AIN-93 M diet with an adjusted total caloric content (Table 2) was used as the control. No significant differences in food intake or body weight were observed between mice fed the PLDP-containing diet (PLDP mice) and those fed the control diet (control mice) (Fig. 1B and C). We performed the Barnes maze test to assess spatial learning and memory capabilities^15^. During the training session from days 1 to 5, the PLDP and control mice demonstrated a learning curve, as evidenced by the decreasing escape latency (Fig. 2A). No significant differences were observed between the two groups during the acquisition phase (*p* = 0.1295). In probe tests conducted 24 h (1st probe test) and 6 days (2nd probe test) after the last training session, the PLDP mice exhibited significantly shorter escape latencies than the control mice (*p* = 0.0095) (Fig. 2A). In the 1st probe test, both groups showed a high preference for the escape target quadrant, with no significant differences between the groups (Fig. 2B and C). However, in the 2nd probe test, the PLDP mice exhibited a significantly higher percentage of time spent in the escape target quadrant than the control mice (*p* = 0.0019) (Fig. 2D and E). These results suggested that PLDP enhances long-term memory.

**Fig. 1:**
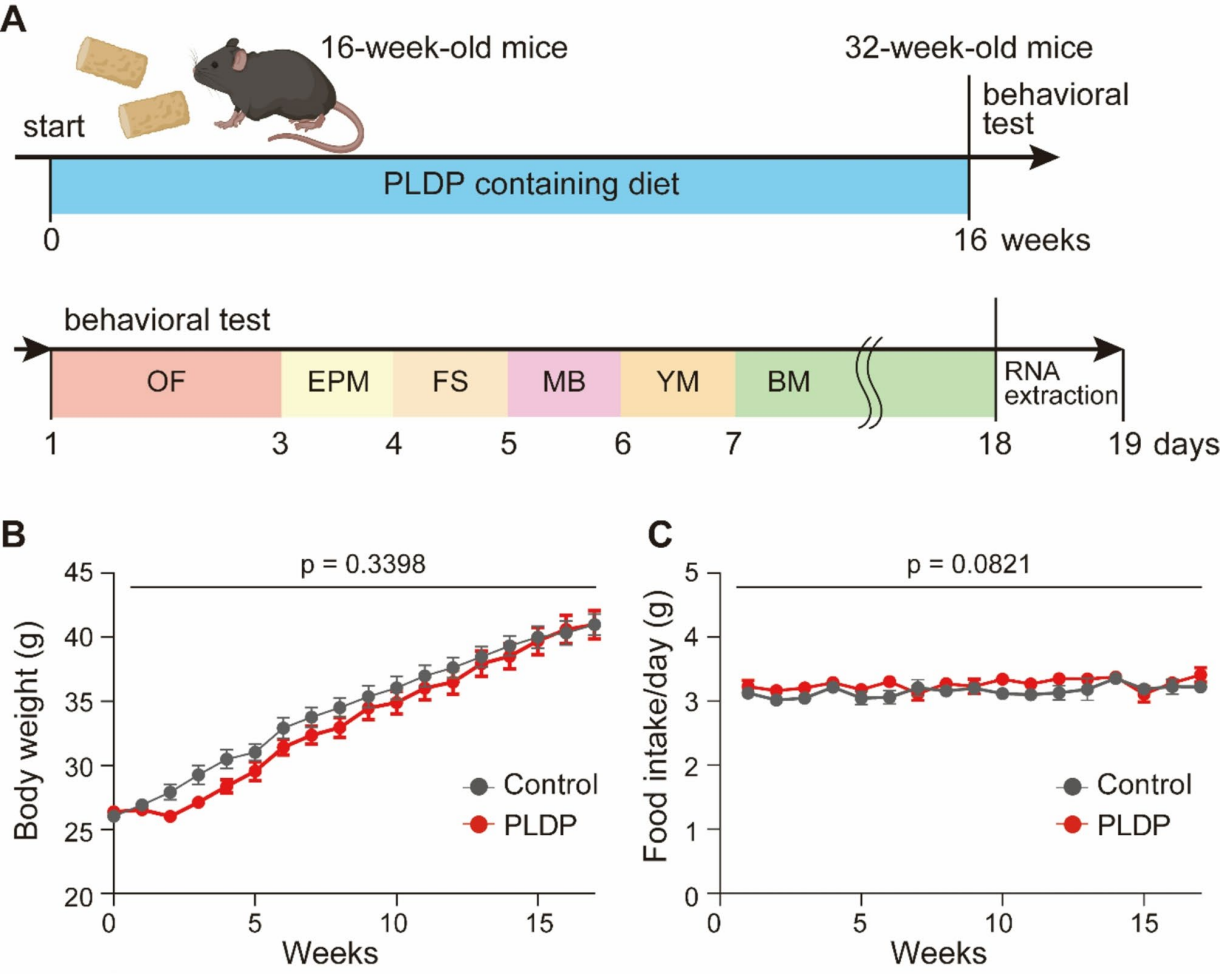
Schematic of the experimental design for evaluating the effects of PLDP ingestion in mice. (**A**) Sixteen-week-old male C57BL/6N mice were fed a PLDP-containing diet (PLDP mice) or a control diet (control mice) for 16 weeks, and behavioral analyses were conducted. One day after completing behavioral analyses, total RNA was extracted from their brains. The schema presents the timeline of PLDP diet feeding, behavioral analyses, and subsequent RNA extraction. EPM, elevated plus maze; FS, forced swimming; MB, marble burying, OF, Open field; YM, Y-maze. The graphic was created with Biorender.com. (**B**) Weekly changes in the body weights of the PLDP and control mice. Body weight was measured weekly. Two-way repeated measures ANOVA revealed no significant effect of diet on body weight (F(1, 24) = 0.9485, *p* = 0.3398, n = 13 each). (**C**) Food intake of the PLDP and control mice. The daily food intake of the PLDP and control mice was measured weekly. Two-way repeated measures ANOVA revealed no significant effect of diet on food intake (F(1, 24) = 3.293, *p* = 0.0821, n = 13 each). Data are represented as mean ± SEM.

**Table 1:** Nutritional Composition of PLDP (per 100 g).

Component	Content	Component	Content
Carbohydrates^a^	53.3 g	Ash^g^	1.7 g
Proteins^b^	32.3 g	Moisture^h^	5.9 g
Peptides^c^	7.89 g	Minerals^i^	
Free amino acids	1.34 g	K	508 mg
Fats^d^	6.8 g	P	69.2 mg
Phospholipids^e^		Ca	46.1 mg
Phosphatidylcholine	1.91 g	Na	39.0 mg
Lysophosphatidylcholine	0.298 g	Fe	19.1 mg
Phosphatidylethanolamine	0.226 g	Zn	12.3 mg
Phosphatidylinositol	0.0947 g	Cu	2.4 mg
Sphingomyelin	0.0673 g	Mn	0.2 mg
Phosphatidic acid	0.057 g	Vitamins^j^	
Phosphatidylserine	0.00748 g	Vitamin A^h^	28.0 μg
Nucleic acids^f^		Vitamin B1^h^	0.4 mg
5'-Adenylic acid	51 mg	Vitamin B2^h^	4.9 mg
5'-Inosinic acid	39 mg	Vitamin B6^j^	0.7 mg
5'-Guanylic acid	26 mg	Vitamin K^h^	2.0 μg

^a^The value obtained by subtracting protein, fat, moisture, and ash from 100 g, which includes dextrin added as an excipient.

^b^The protein content was determined by combustion method.

^c^The peptide content was calculated as the measured amount of free amino acids subtracted from the value measured by HPLC after removing and neutralizing the protein with 5% perchloric acid.

^d^Measured by acid hydrolysis method.

^e^Phospholipids content was measured by Suzuki et al. 2024.

^f^HPLC method.

^g^Direct ashing method.

^h^Drying method.

^i^ICP emission Spectroscopy or atomic absorption spectrophotometry.

^j^Microbial Assay.

**Table 2:** Amounts of additives to the standard AIN-93 M diet and PLDP containing diet.

Ingredients	modified AIN-93 M diet	PLDP containing diet
PLDP (g)	–	20.0
casein (g)	14.0	3.5
cystine (g)	0.045	0.18
β-cornstarch (g)	46.6	46.6
α-cornstarch (g)	6.635	15.5
sucrose (g)	10.0	10.0
soybean oil (g)	4.0	3.5
cellulose powder (g)	5.0	5.0
AIN-93M mineral mix^a^ (g)	3.5	3.5
AIN-93 vitamin mix^b^ (g)	1.0	1.0
choline bitartrate (g)	0.25	0.25
tert-butylhydroquinone (g)	0.0008	0.0008
total (g)	100.0	100.0
total calories (kcal)	353.5	355.8

^a^Mineral mixtures designed for the maintenance of adult animals.

^b^Mixtures to supplement the vitamins required for adult animals.

**Fig. 2:**
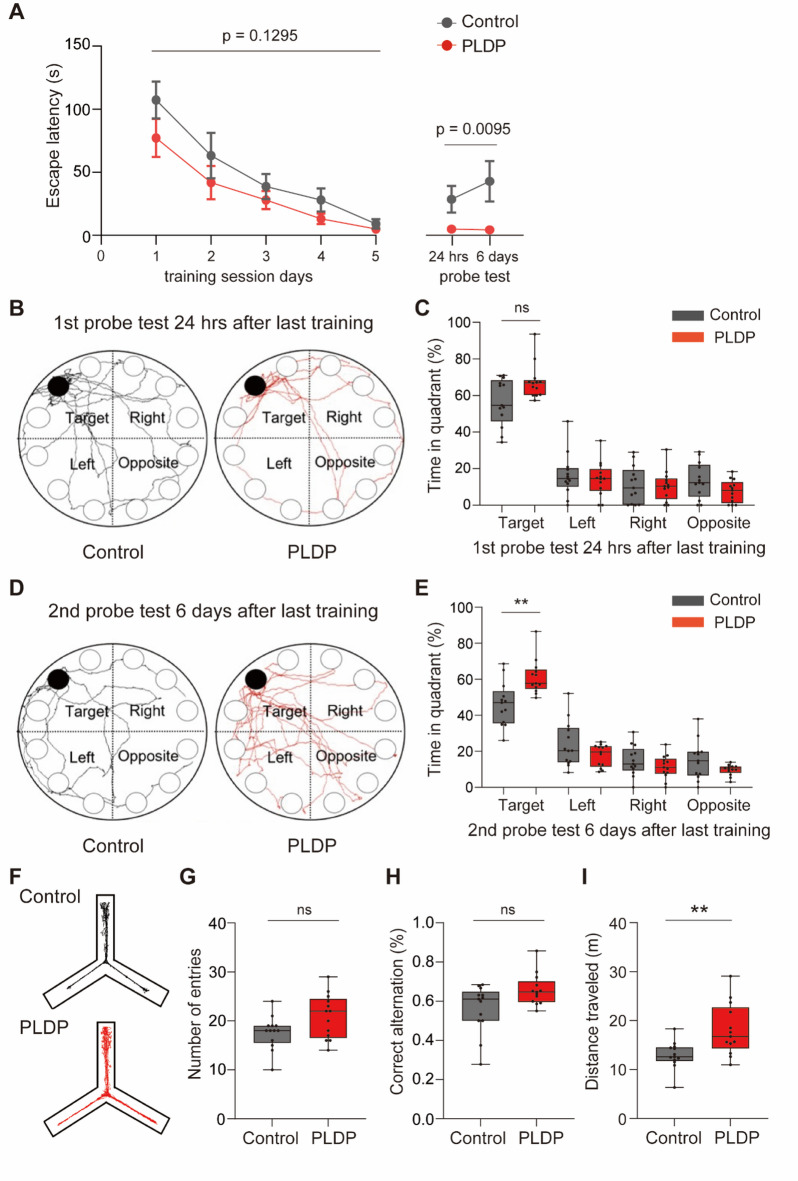
Ingestion of PLDP enhances memory and locomotor activity. (**A**–**E**) Barnes maze test. (**A**) Time taken to reach the target hole during the training session and probe tests. There was no significant difference in escape latency during the session between control and PLDP mice (two-way repeated measures ANOVA, n = 13 each, F(1,24) = 2.465, *p* = 0.1295). PLDP mice showed significantly shorter escape latency than control mice during the probe session (two-way repeated measures ANOVA, n = 13 each, F(1,24) = 7.950, *p* = 0.0095). (**B** and **D**) Representative trajectories of the PLDP and control mice in the 1st **(B)** and 2nd **(D)** probe tests. **(C** and **E**) Percentage of time spent in each quadrant during the 1st (**C**) and 2nd (**E**) probe tests. (**F–I**) Y-maze test. (**F**) Representative trajectories of the PLDP and control mice. **(G)** Total number of entries into the arms. (**H**) Percentage of correct alternations. **(I)** Distance traveled during the test. Data are represented as mean ± SEM in **(A)** and boxplots in **(C**, **E**, and **G**–**I)**. The horizontal line in each box shows the median; the box shows the interquartile range (IQR); and the whiskers are 1.5 × IQR. n = 13 in each group. **p < 0.01, *p < 0.05; Mann–Whitney’s U–test in **(C**, **E**, and **G**–**I**).

Next, we evaluated the spatial working memory of mice by examining their spontaneous alternation behavior in a Y-maze^16^. This test assesses the spatial working memory based on the innate curiosity of mice to explore previously unvisited areas. No significant differences were observed in the total number of arm entries and the percentage of correct alternations between the two groups (Fig. 2F–H). Conversely, the PLDP mice exhibited a significant increase in the total distance traveled during the test period (*p* = 0.0029) (Fig. 2I). This result suggested that PLDP ingestion increases locomotor activity.

### Ingestion of PLDP enhances locomotor activity and reduces anxiety-like behaviors in mice

We examined locomotor activity in an open-field test^17^. The PLDP mice exhibited significant increases in total travel distance, and vertical activity (quantified by number of rearing), along with a decrease in immobilization, compared to those of the control group (*p* = 0.0289, 0.0008, and 0.0424, respectively) (Fig. 3A–D), indicating increased locomotor activity. Interestingly, the PLDP mice showed increases in the duration of stay and number of entries into the central zone (*p* = 0.001 and 0.009, respectively) (Fig. 3E and F). These results suggested that ingestion of PLDP reduced anxiety. No significant differences were observed in grooming frequency between the two groups (*p* = 0.4173) (Fig. 3G).

**Fig. 3:**
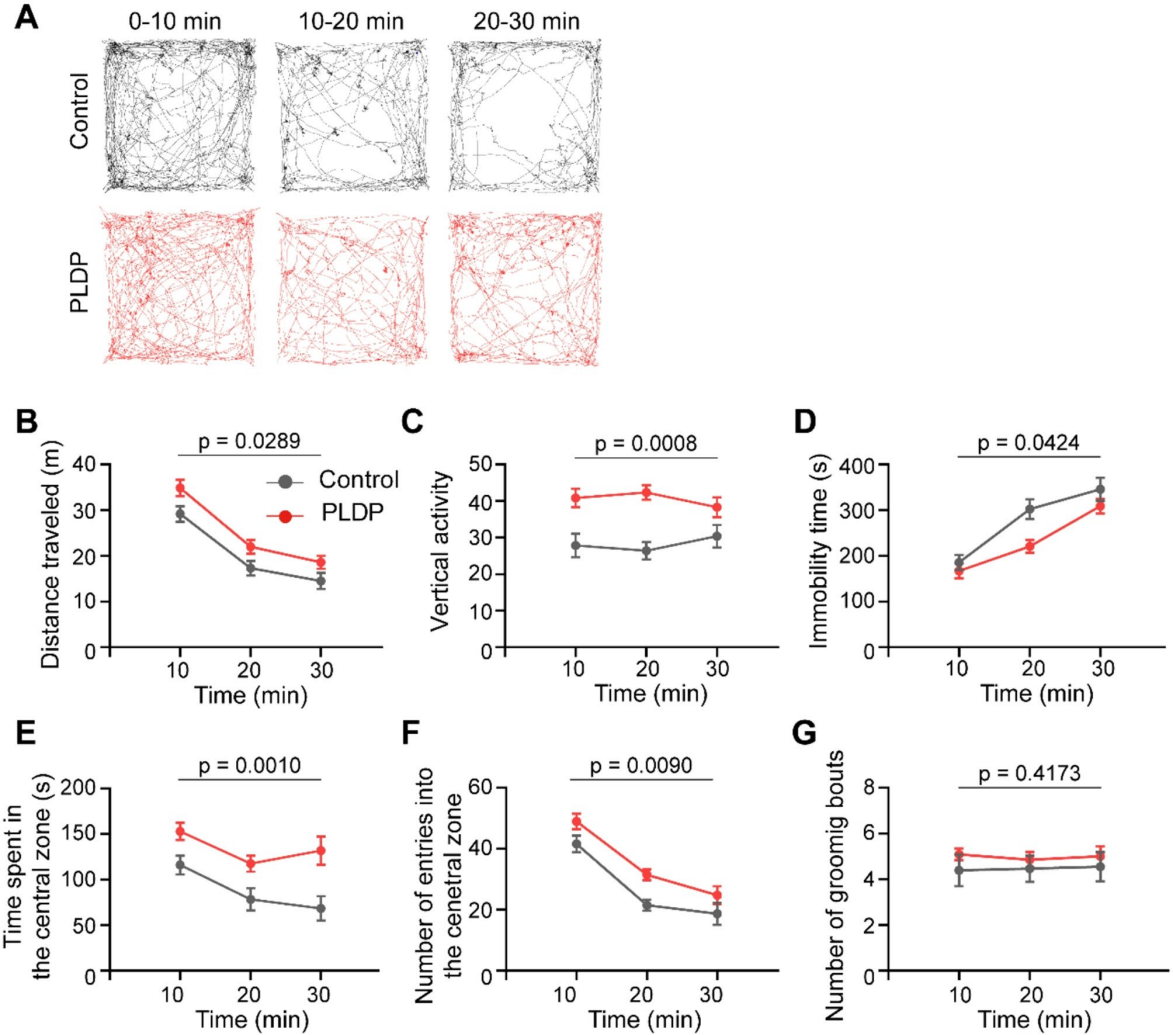
Ingestion of PLDP enhances locomotor activity and reduces anxiety-like behaviors. (**A**) Representative trajectories of the PLDP and control mice in the open field test. The trajectories at 10-min intervals are shown. (**B**) Distance traveled, (**C**) vertical activity, (**D**) immobility time, (**E**) time spent in the central zone, **(F)** number of entries into the central zone, and **(G)** number of grooming bouts at 10-min intervals. Data are represented as mean ± SEM. n = 13 in each group. The effects of the PLDP diet were analyzed using two-way repeated measures ANOVA; F(1,24) = 5.401; *p* = 0.0289 in (**B**), F(1,24) = 14.85; *p* = 0.0008 in (**C**); F(1,24) = 4.596, *p* = 0.0424 in (**D**); F(1,24) = 13.97, *p* = 0.001 in (**E**); F(1,24) = 8.072, *p* = 0.009 in (**F**) ; and F(1,24) = 0.6812, *p* = 0.4173 in (**G**). Statistical significance was analyzed by two-way repeated measures ANOVA.

Next, we examined anxiety-like behaviors using the standard and simplified elevated plus maze test^18^. This test is based on the innate aversion of mice to open and elevated areas (Rodgers and Dalvi, 1997). The total travel distance of the PLDP mice was longer than that of the control mice (*p* = 0.0295) (Fig. 4A and B). The PLDP mice exhibited a significant increase in both the number and percentage of open arm entries compared to control mice (*p* = 0.0022 and 0.0059, respectively) (Fig. 4C and D). In addition, the PLDP mice exhibited a significantly higher percentage of time spent in the open arms than the control mice (*p* = 0.0072) (Fig. 4E). Subsequently, we performed a marble-burying test to evaluate anxiety-related and obsessive–compulsive-like behaviors^19,20^. The PLDP mice buried a significantly smaller number of marbles compared to the control mice (*p* = 0.0314) (Fig. 4F and G). Collectively, these results suggested that the ingestion of PLDP reduces anxiety-like behaviors.

**Fig. 4:**
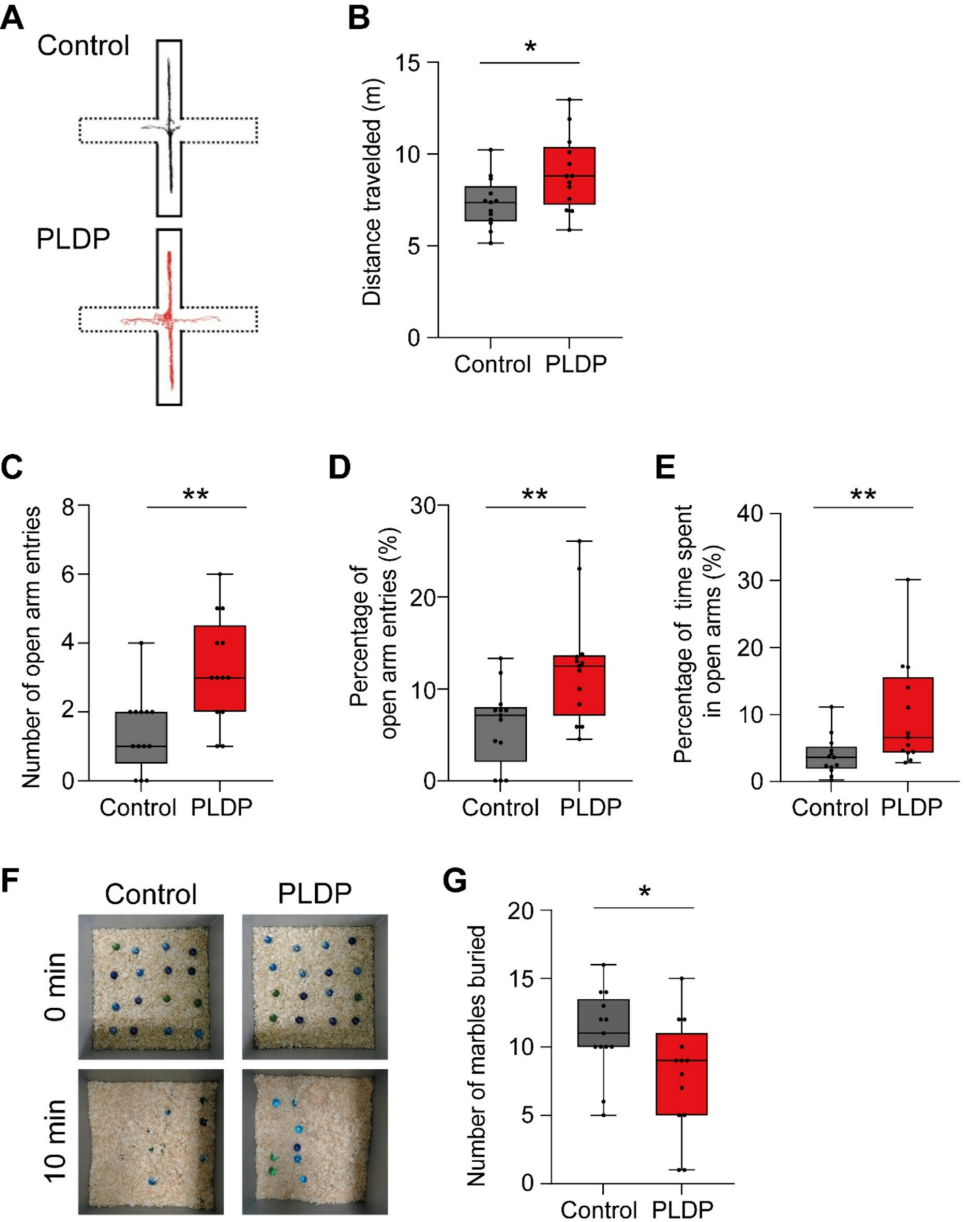
Ingestion of PLDP reduces anxiety-like behaviors. (**A–F**) Elevated plus maze test. (**A**) Representative trajectories of the PLDP and control mice. (**B**) Distance traveled, (**C**) number of entries into open arms, (**D**) percentage of open arm entries, and (**E**) percentage of time spent in open arms within 10 min. (**F** and **G**) Marble burying test. (**F**) Representative images captured before and after the test of the PLDP and control mice. (**G**) Number of marbles buried after a 10-min test. The data are represented as boxplots. The horizontal line in each box shows the median, the box shows the IQR and the whiskers are 1.5 × IQR. n = 13 in each group. **p < 0.01, *p < 0.05; Mann–Whitney’s U–test.

### Ingestion of PLDP exerts antidepression effect in mice

Next, we performed the forced swim test^21^ to evaluate the antidepressant effect of PLDP ingestion, because anxiety and depression are closely related emotion^22^. The PLDP mice exhibited a longer latency to initial immobility and reduced immobility time than the control mice (*p* = 0.0221 and 0.0373, respectively) (Fig. 5A–C). These results suggest that PLDP has an antidepressant effect.

**Fig. 5:**
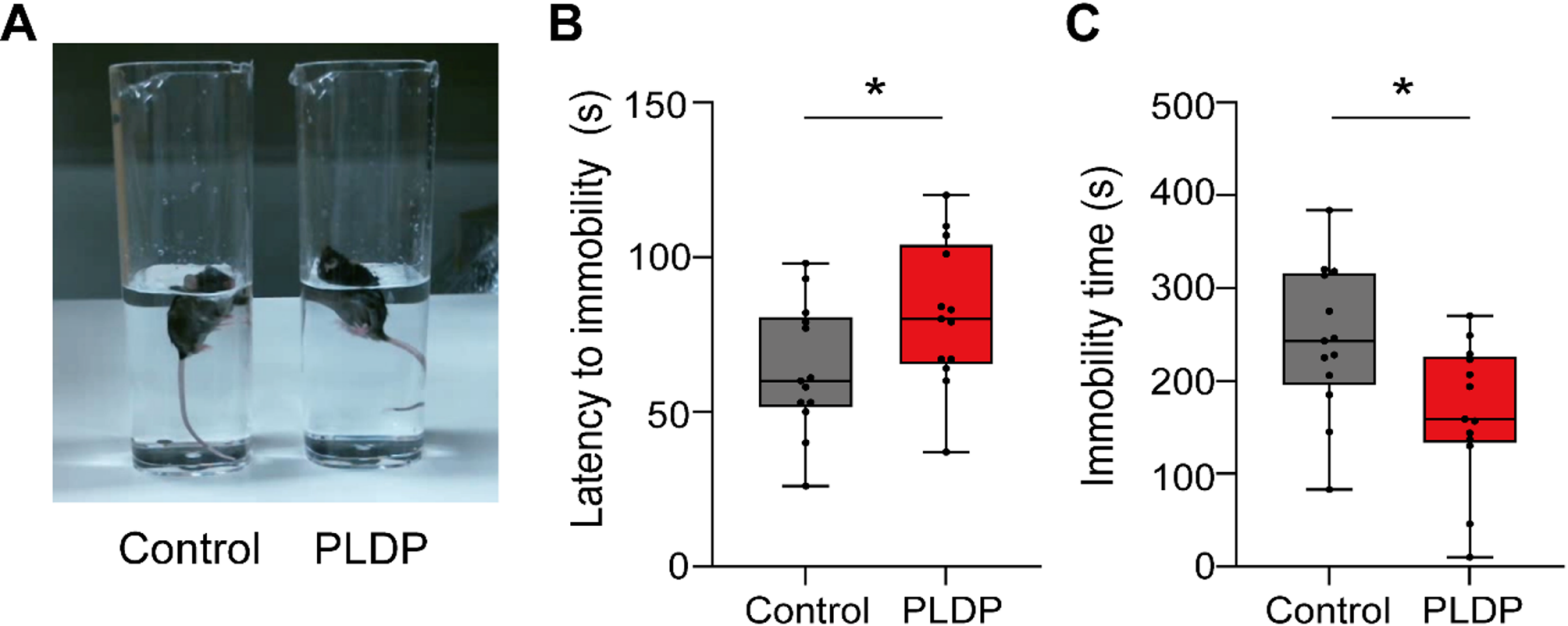
Ingestion of PLDP exerts antidepression effect. (**A**) Representative photos of the PLDP and control mice in the forced swim test. (**B**) Latency to immobility. (**C**) Immobility time during a 10-min period. The data are presented as boxplots. The horizontal line in each box shows the median; the box shows the IQR; and the whiskers are 1.5 × IQR. n = 13 in each group. *p < 0.05; Mann–Whitney’s U–test.

### Ingestion of PLDP alters gene expression in the brain

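Brain RNA from 3 control mice (mice 2, 5 and 10) and 3 PLDP mice (mice 17, 22 and 26) was sequenced after all behavioral tests had been completed. Before these tests, the PLDP mice had been fed a diet with 20% PLDP for 16 weeks. The control mice had a diet without PLDP whose total calories were adjusted. According to the paper, the PLDP diet was not given during the tests, so it had been stopped before RNA was taken. Libraries were made from polyadenylated RNA with a stranded kit. The authors deposited the number of reads counted on each gene in each mouse, without normalization. Each file lists 60354 features, of which 55034 carry mouse Ensembl identifiers and 5320 are numbered features without an Ensembl identifier. The paper's text does not name the aligner, the counting program, the genome build or the test for differential expression. Gene symbols and coordinates were therefore taken by Ensembl identifier from GENCODE M21 (build GRCm38), in which 54777 of the identifiers were found. The control mice had 20861469, 22112008 and 20526120 counts on genes, and the PLDP mice had 21481847, 23938729 and 18797061. The median was 20861469 in the control mice and 21481847 in the PLDP mice. Between 28238 and 29219 features had at least 1 count in a mouse. Pearson correlations of log2 CPM across genes were between 0.992 and 0.994 for all pairs of mice, within and between diets. No pair of mice from the same diet differed by as little as counting noise, so each mouse was used as 1 replicate. Counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at least 252 in every mouse and Xist had at most 3 counts, and all mice in the paper are male. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test. The 18580 features that passed edgeR's filterByExpr for low counts were tested. A gene was called at an unadjusted p under 0.05, and counts after Benjamini-Hochberg adjustment over all genes tested are given beside it. The paper's threshold was a p under 0.05, and its text does not say whether that p was adjusted. Expression values are given as CPM, counts scaled to a common library size, after TMM scaling. With 3 mice against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1.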

Finally, we investigated the effects of long-term PLDP ingestion on gene expression in the brain by RNA-seq analysis. The PLDP mice exhibited significant changes in gene expression, with 342 genes showing more than two-fold increases, and 216 showing less than half of the expression compared to those in the control mice (Fig. 6A). Additionally, 929 genes showed significant increases in expression with relatively small fold changes, whereas 816 genes exhibited significantly decreased expression, but with a less pronounced reduction. 

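With genes of low counts removed, 41 genes were more than 2-fold higher in the PLDP mice and 25 were more than 2-fold lower at an unadjusted p under 0.05. The setting that moved these numbers most was the filter on low counts. When every feature with at least 1 count in any mouse was kept, 36099 features were tested, and 330 were more than 2-fold higher and 223 more than 2-fold lower. Of these 553 features, 484 did not pass the low-count filter, and 495 had a mean of under 10 counts per mouse. The median of their mean counts was 2.83. In 5 simulated data sets with the libraries' sizes, mean counts and dispersions but no difference between the diets, the test without the filter called 418.6 features on average past the same limits, and 28.6 with it. The feature with the largest fold change among those with an adjusted p under 0.05 was Novel1131, which has no position in GENCODE M21. It had 7.27 ± 2.84 CPM in the control mice and 15.8 ± 1.56 in the PLDP mice (SD, n = 3 mice each). This is a log2 fold change of 1.13 (standard error 0.18, adjusted p = 0.0369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hoxb3 (ENSMUSG00000048763, chromosome 11 of GRCm38 from 96323326 to 96347930) was the only one of the 5 named lower genes with the smallest p to fall more than 2-fold, from 3.34 ± 0.17 CPM in the control mice to 1.62 ± 0.42 in the PLDP mice (SD, n = 3 each). Its log2 fold change was -1.05 (standard error 0.20, adjusted p = 0.0785 from the same test). All 11 Hox genes tested were lower in the PLDP mice.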

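Most of the called genes had changes of less than 2-fold, with 872 genes higher and 660 genes lower at an unadjusted p under 0.05. The median log2 fold change was 0.21 over all 913 genes called higher and -0.19 over all 685 called lower. In 677 of the genes called higher and 535 of those called lower, the 3 PLDP mice lay entirely on one side of the 3 control mice. Over all tested genes this held for 14.2%, and chance gives 10%. Calling genes by p favors such separation, so the numbers among called genes are not a separate test. Malat1 (ENSMUSG00000092341, a noncoding RNA on chromosome 19 of GRCm38 from 5795690 to 5802672, overlapped by annotated genes on both strands) had the smallest p. It rose from 1057 ± 49.0 CPM in the control mice to 1293 ± 58.2 in the PLDP mice (SD, n = 3 each), a log2 fold change of 0.29 (standard error 0.04, adjusted p = 0.0318 from edgeR's quasi-likelihood test). Slc6a5, the neuronal glycine transporter gene (ENSMUSG00000039728, chromosome 7 from 49910146 to 49963856), had the smallest p among the lower genes. It fell from 45.2 ± 3.78 to 28.7 ± 5.50 CPM (SD, n = 3 each), a log2 fold change of -0.66 (standard error 0.10, adjusted p = 0.0369 from the same test). The other named genes among the higher genes, chosen by the smallest p, were Kcnq1ot1, Mt2, Klf2 and Dpysl2, with log2 fold changes of 0.47, 0.37, 0.78 and 0.23. Those among the lower genes were Glra1, Hoxb3, Rnf13 and Slc5a7, and Glra1 had a log2 fold change of -0.50 and Rnf13 of -0.22. All of these genes kept an unadjusted p under 0.05 in each of the 6 fits that left out 1 mouse. They were picked for small p and full separation in the same mice, which made such a result likely beforehand.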

Differentially expressed genes were analyzed using Ingenuity Pathway Analysis (IPA). 

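The members that IPA assigns to its canonical pathways were not used here. Nor were genes given a sign for raising or lowering a pathway's activity, so a median counts all changes alike. For each of 8 pathways shown in Fig. 6B, a list of core components was written from general knowledge before the data were examined, and the tested genes of each list were compared with all other genes by limma's camera test with a preset correlation of 0.01. The synaptogenesis list held 47 tested genes, of which 33 were higher in the PLDP mice, with a median log2 fold change of 0.038, or 0.016 without PLDP mouse 26. At an unadjusted p under 0.05, 15 of its genes were higher (9 without PLDP mouse 26 and 20 without PLDP mouse 17) and 0 lower. After adjustment over the list alone, 9 of its genes passed 0.05, and 0 passed after adjustment over all genes tested. The list's camera p was 2.2e-06 after Benjamini-Hochberg adjustment over the 8 lists. Bdnf and Shank1 were its genes with the smallest p. As a mean over the list, log2(CPM + 1) relative to the control mean was 0.0032 in PLDP mouse 17, within the control range. In PLDP mice 22 and 26 this mean was 0.076 and 0.093. With the correlation between genes estimated from these libraries, or with limma's fry test, 0 of the 8 lists passed an adjusted p of 0.05, and the adjusted p of this list was 0.591 and 0.532.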

IPA canonical pathway analysis predicted that signaling pathways with the potential to regulate memory, learning, and emotion are significantly altered in PLDP mice (Fig. 6B). Subsequent disease and function analysis predicted significant changes in functions related to cognition and emotion in the PLDP mice. Specifically, cognitive function was predicted to increase, with 33 out of 96 genes (as defined by IPA) showing expression patterns consistent with this enhancement. Similarly, learning ability was expected to increase, supported by 42 out of 84 genes aligning with this trend. 

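Of the 96 genes that Fig. 6C lists for cognition, read from the figure by eye, 95 were tested. At an unadjusted p under 0.05, 56 were higher and 28 lower in the PLDP mice. With adjustment over the list alone, 80 genes passed 0.05, which is not independent evidence since the list was drawn from genes called on these libraries. With adjustment over all genes tested, 0 genes passed. All 30 genes printed in red were higher in the PLDP mice, and the 3 printed in blue, among them Crhr1 and Ly6a, were higher as well. Ly6a rose from 17.3 ± 2.59 to 22.2 ± 2.61 CPM (SD, n = 3 mice each). The changes were small, with a median absolute log2 fold change of 0.19. DESeq2 with no filter on low counts moved the number of genes with an unadjusted p under 0.05 most, from 84 to 60. Leaving out control mouse 5 gave 44 higher and 17 lower genes at that threshold. Among the colored genes of all 4 functions in Fig. 6C, Vgf, Bdnf, Dusp4 and Shank1 had the smallest p of those higher in the PLDP mice. Vgf, a nerve growth factor inducible gene (ENSMUSG00000037428, chromosome 5 of GRCm38 from 137026392 to 137033351), had 215.6 ± 8.17 CPM in the control mice and 260.1 ± 18.3 in the PLDP mice (SD, n = 3 each). Vgf had a log2 fold change of 0.27 (standard error 0.05, adjusted p = 0.0735 from edgeR's quasi-likelihood test). Bdnf, the gene of brain-derived neurotrophic factor (ENSMUSG00000048482, chromosome 2 from 109674700 to 109727007), had 20.7 ± 0.47 and 26.7 ± 2.20 CPM (SD, n = 3 each), a log2 fold change of 0.36 (standard error 0.07, adjusted p = 0.0911 from the same test). Both genes also belong to a list of immediate early genes, which respond to recent neuronal activity. Each of the 4 genes was higher in all 3 PLDP mice than in all 3 control mice.

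**Figure D1:**
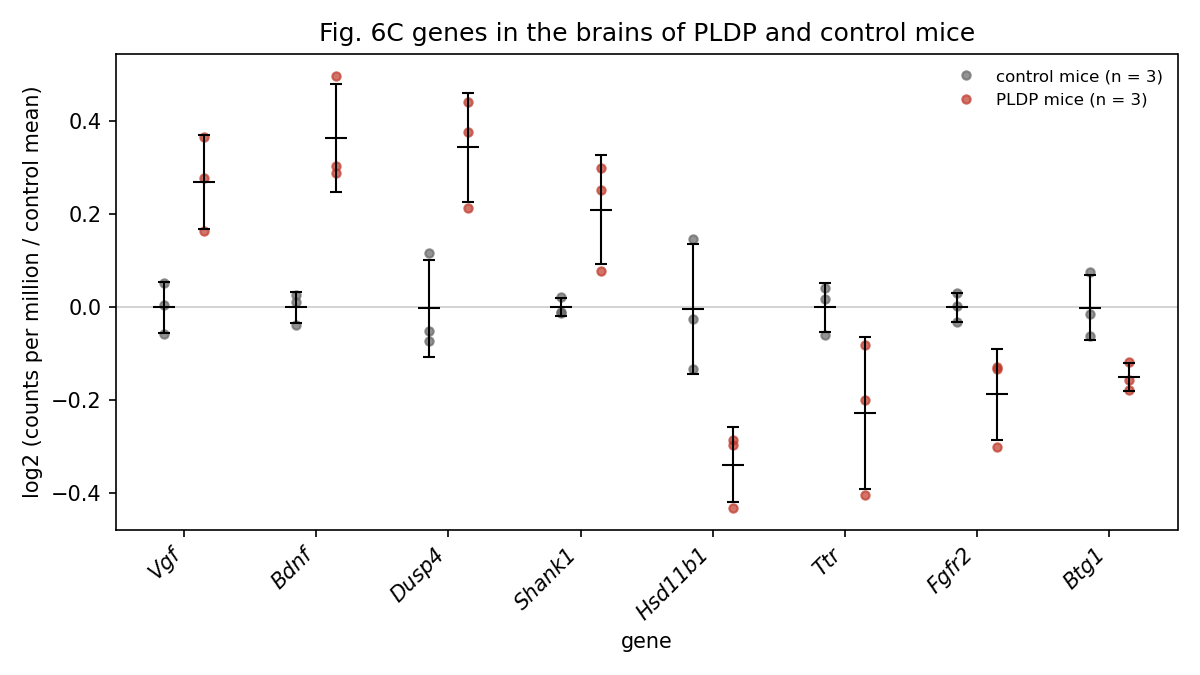
CPM of 8 genes colored in Fig. 6C, as log2 of the value in each mouse over the mean of the control mice (y axis), for the 4 genes with the smallest p among those higher and the 4 among those lower in the PLDP mice (x axis). Points are single mice, and black bars are means with SD of 3 mice; the PLDP mice lie between 0.29 and 0.50 for Bdnf and between -0.43 and -0.29 for Hsd11b1.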

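All 84 genes listed for learning in Fig. 6C were tested, and 50 were higher and 23 lower in the PLDP mice at an unadjusted p under 0.05. Adjusted over the list alone, 69 genes passed 0.05, and 0 passed over all genes tested. Without control mouse 10, 38 were higher and 15 lower at an unadjusted p under 0.05. Of the 42 colored genes, 30 of the 31 in red were higher and 10 of the 11 in blue were lower in the PLDP mice. The exceptions were Rtn4, printed in red, with a log2 fold change of -0.10 (unadjusted p = 0.0142), and Neurod2, printed in blue, with a log2 fold change of 0.14 (unadjusted p = 0.0152).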

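All 55 genes that Fig. 6C lists for memory were tested. At an unadjusted p under 0.05, 38 were higher and 12 lower in the PLDP mice, with 47 passing 0.05 after adjustment over the list alone and 0 over all genes tested. At the unadjusted threshold, 34 were higher and 8 lower without PLDP mouse 17, and 26 and 12 without PLDP mouse 26. Among the colored genes, 20 of 23 in red were higher and 2 of 4 in blue were lower. Hsd11b1, Il1r1 and Tlr3 were printed in red and lower in the PLDP mice. Hsd11b1, the gene of a glucocorticoid-activating enzyme (ENSMUSG00000016194, chromosome 1 of GRCm38 from 193221634 to 193264075, overlapped by another gene on its strand), had 23.7 ± 2.32 CPM in the control mice and 18.8 ± 1.04 in the PLDP mice (SD, n = 3 each). The log2 fold change of Hsd11b1 was -0.34 (standard error 0.08, adjusted p = 0.193 from edgeR's quasi-likelihood test), and all 3 PLDP mice were below all 3 control mice. Crhr1 and Kcnh3 were printed in blue and higher in the PLDP mice.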

Memory enhancement was also predicted, with 27 out of 55 genes demonstrating corresponding expression changes. Conversely, anxiety levels were predicted to decrease, as 17 out of 43 genes displayed expression patterns consistent with reduced anxiety (Fig. 6C).

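All 43 genes listed for anxiety in Fig. 6C were tested, with 31 higher and 9 lower in the PLDP mice at an unadjusted p under 0.05. Adjusted over the list alone, 40 genes passed 0.05, and 0 passed over all genes tested. Without control mouse 10, 25 were higher and 5 lower at an unadjusted p under 0.05. All 15 genes in red were higher and both genes in blue were lower in the PLDP mice. Across the 4 functions the lists hold 118 different genes, of which 117 were tested and 105 had an unadjusted p under 0.05, with 72 higher and 33 lower. The median absolute log2 fold change over the tested genes was 0.19. The paper reports that IPA's disease and function analysis predicted cognition, learning and memory to increase and anxiety to decrease. It gives, for each function, the number of listed genes whose expression pattern fits that prediction.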

**Fig. 6:**
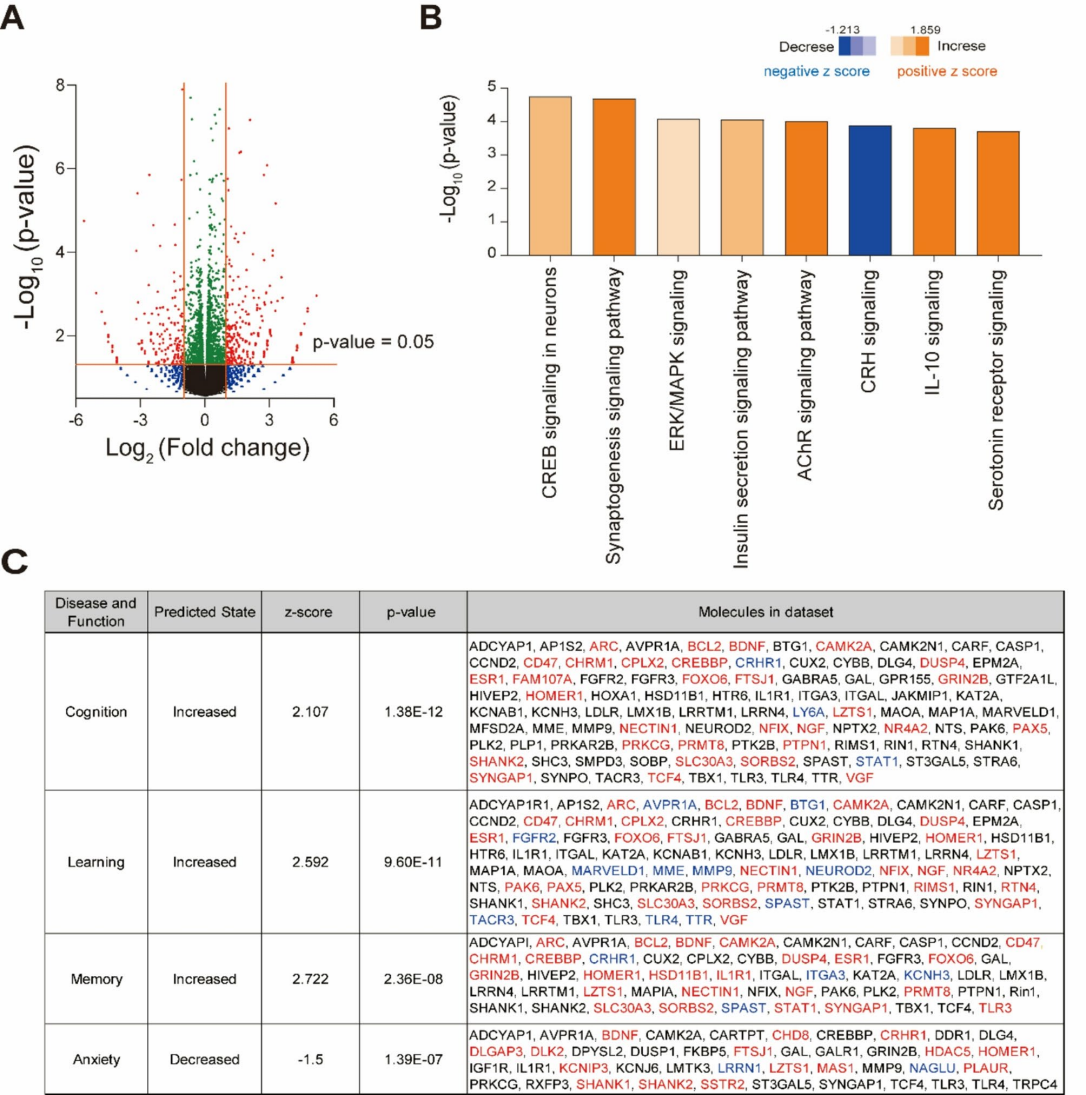
Long-term ingestion of PLDP alters gene expression in the brain. (**A**) Volcano plot showing differentially expressed genes in the brains of PLDP and control mice. Genes in PLDP mice with expression levels that significantly increased by more than twofold or decreased to less than half are shown in red. Genes in PLDP mice with expression changes within the range of 0.5-fold to 2.0-fold, showing significant decreases or increases, are shown in green. (**B**) IPA canonical pathway analysis. The canonical pathways related to cognitive and emotional functions with the lowest p-values are shown. Blue and orange bars indicate negative (inhibition) and positive (activation) z-scores, respectively. AChR, acetylcholine receptor; CREB, cyclic AMP response element-binding protein; CRH, corticotropin-releasing hormone; ERK, extracellular signal-regulated kinase; IL-10, interleukin-10; MAPK, mitogen-activated protein kinase. (**C**) IPA diseases and functional analysis. The relationship between gene expression and functional changes in the brain are shown. Molecules in dataset; A list of molecules associated with each function in IPA. Red characters represent genes significantly increased in PLDP mice, while blue characters represent genes significantly decreased.

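Crhr1 is printed in both colors in Fig. 6C, in different lists. This gene, that of the type of corticotropin-releasing hormone receptor with the highest counts in these brains (ENSMUSG00000018634, chromosome 11 of GRCm38 from 104132855 to 104175523), had 54.4 ± 3.00 CPM in the control mice and 59.8 ± 0.18 in the PLDP mice (SD, n = 3 each). Its log2 fold change was 0.14 (standard error 0.05, adjusted p = 0.461 from edgeR's quasi-likelihood test), and its unadjusted p stayed under 0.05 in 4 of the 6 fits that left out 1 mouse. It was higher in all 3 PLDP mice than in all 3 control mice.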

## Discussion

Long-term ingestion of PLDP enhanced memory and locomotor activity while reducing anxiety-like and depressive behaviors in mice. Gene Ontology analysis of RNA-seq data provided additional insights into the molecular mechanisms underlying changes in memory, emotion, and locomotor activity. These results are consistent with our previous findings on the cognitive benefits of PLDP in humans^11–13^ and extend our understanding of its effects on behavior and brain functions. In addition, our results suggest that PLDP could be an effective supplement for improving cognitive health across different species.

Long-term ingestion of PLDP enhanced memory in Barnes maze test (Fig. 2). PLDP comprises protease-treated proteins, fats primarily composed of phosphatidylcholine (PC), and trace components such as vitamins (Table 1). Regarding PC, previous studies by other groups have shown its effects on cognitive functions. For example, the daily administration of 100 mg of egg-derived PC was demonstrated to improve memory in dementia model mice but not in normal mice^23^. Similarly, the intake of a 2% egg-derived PC diet (a diet containing 2% PC) improved memory acquisition and retention in memory-deficient mice but not in normal mice^24^. In contrast, a diet containing 5% egg-derived PC was reported to improve the learning ability of normal mice^25^. These previous studies by other groups suggest that the effects of PC on cognition may depend on both the baseline cognitive status and the dosage administered. The PLDP-containing diet contains approximately 0.4% liver-derived PC by weight, resulting in a daily intake of 12 mg (Tables 1 and 2, and Fig. 1). This dosage is substantially lower than the quantities demonstrated to enhance memory in previous studies conducted on mice. Consequently, it is unlikely that this amount alone would exert a memory-enhancing effect. Thus, these findings indicate that the cognitive and emotional advantages of PLDP may not be exclusively due to PC. Instead, they may arise from a synergistic interaction among various components, including peptides and other bioactive substances.

The primary components of PLDP, excluding carbohydrate, are protease-treated proteins (Table 1). Interestingly, studies by other research groups have shown that specific dipeptides and tripeptides improve cognitive performance; multiple studies have demonstrated that the oral administration of these small peptides improves cognitive performance in mouse models with cognitive impairments^26–31^. Additionally, it has been reported that some peptides exhibit anxiolytic and antidepressant effects in mice^32–35^. Therefore, the effects of the PLDP-containing diet on memory and emotional functions may be due to small peptides from protease-treated proteins. The PLDP-containing diet also enhanced locomotor activity, as observed in the open field test, Y-maze test, and elevated plus maze test (Figs. 2, 3, 4). This contrasts with previous reports from other research groups showing that small peptide ingestion alone did not affect locomotor activity^26,28,31–33,35^. Further study is needed to determine which components of PLDP contribute to the enhancement of cognitive and emotional functions, as well as the increase in locomotor activity.

The RNA-seq analysis provided insights into the molecular mechanisms underlying the observed behavioral changes. IPA canonical pathway analysis predicted that long-term PLDP ingestion positively influences cyclic AMP response element-binding protein, extracellular signal-regulated kinase/mitogen-activated protein kinase, and acetylcholine receptor signaling (Fig. 6B), which are important for memory and learning^36–39^. These predictions offer a plausible explanation for the observed enhancements in memory and learning as demonstrated in the Barnes maze test (Fig. 2). 

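In the list of core components of CREB signaling, 45 genes were tested and 33 were higher in the PLDP mice, with a median log2 fold change of 0.032. At an unadjusted p under 0.05, 4 were higher and 3 lower (10 and 3 without PLDP mouse 17), and the list's camera p was 0.0318 after adjustment over the 8 lists. Without PLDP mouse 22 the median was 0.017 and the adjusted camera p 0.784, and it was also above 0.05 without control mouse 5 or PLDP mouse 26. The list's mean of log2(CPM + 1) relative to the control mean was -0.020 in PLDP mouse 17, within the control range. In PLDP mice 22 and 26 this mean was 0.056 and 0.034. Crebbp and Grin2b were among the list's genes with the smallest p, with log2 fold changes of 0.21 and 0.18. Their adjusted p was 0.256 and 0.306 from edgeR's quasi-likelihood test. In the ERK/MAPK list, 25 of 41 genes were higher, with 4 genes higher and 0 lower at an unadjusted p under 0.05, a median log2 fold change of 0.026 and an adjusted camera p of 0.386. Without PLDP mouse 17 its median was 0.0067 and its adjusted camera p 0.0155, with 10 genes higher and 1 lower at an unadjusted p under 0.05. Without PLDP mouse 22, 1 was higher and 0 lower. In the acetylcholine receptor list, 8 of 22 tested genes were higher, with a median log2 fold change of -0.054, or 0.0099 without PLDP mouse 17, and the same adjusted camera p of 0.386. Its genes with an unadjusted p under 0.05 were Slc5a7, the high-affinity choline transporter, and Chrm1, the muscarinic receptor with the highest mean count. Slc5a7 (ENSMUSG00000023945, chromosome 17 of GRCm38 from 54273590 to 54299034) fell from 11.2 ± 0.49 to 7.48 ± 1.30 CPM (SD, n = 3 mice each), a log2 fold change of -0.60 (standard error 0.12, adjusted p = 0.0785). Chrm1 (ENSMUSG00000032773, chromosome 19 from 8663789 to 8683587) rose from 111.3 ± 0.99 to 122.0 ± 2.67 CPM (SD, n = 3 each), a log2 fold change of 0.13 (standard error 0.04, adjusted p = 0.357 from the same test).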

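In the list of core components of corticotropin-releasing hormone signaling, 24 of 26 genes were tested and 17 were higher in the PLDP mice. The median log2 fold change was 0.048, or 0.019 without PLDP mouse 22, and the camera p was 0.386 after adjustment over the 8 lists. At an unadjusted p under 0.05, 2 genes were higher, Crhr1 and Nos1, and 1 was lower, Prkacb. Leaving out 1 mouse gave from 0 higher genes without control mouse 2 or control mouse 5 to 6 without PLDP mouse 17. Prkacb, which encodes a catalytic subunit of protein kinase A, fell from 382.9 ± 5.20 to 354.8 ± 12.2 CPM (SD, n = 3 mice each), a log2 fold change of -0.11 (standard error 0.04, adjusted p = 0.421 from edgeR's quasi-likelihood test). Nos1 had a log2 fold change of 0.11 (standard error 0.05, adjusted p = 0.565 from the same test), and its unadjusted p stayed under 0.05 in only 2 of the 6 fits that left out 1 mouse.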

In relation to emotional regulation, IPA canonical pathway analysis predicted that PLDP negatively impacts corticotropin-releasing hormone signaling, a key regulator of the stress response implicated in mental disorders such as anxiety and depression^40,41^. Additionally, it predicted positive effects on serotonin receptor signaling, interleukin-10 (IL-10) signaling, and insulin signaling. 

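In the serotonin receptor list, 18 of 21 genes were tested and 7 were higher in the PLDP mice, with a median log2 fold change of -0.047, or -0.020 without PLDP mouse 26, and a camera p of 0.386 after adjustment over the 8 lists. Htr2c, the serotonin receptor gene with the highest mean count (ENSMUSG00000041380, chromosome X of GRCm38 from 146962513 to 147197277, overlapped by 8 annotated genes on its strand), had 55.9 ± 2.40 CPM in the control mice and 50.6 ± 5.82 in the PLDP mice (SD, n = 3 each). Its log2 fold change was -0.15 (standard error 0.07, adjusted p = 0.583 from edgeR's quasi-likelihood test), and the values of the diets overlapped. Maoa, which encodes monoamine oxidase A, had a log2 fold change of -0.16 (standard error 0.05, adjusted p = 0.399 from the same test). In the interleukin-10 list, 13 of 24 genes passed the low-count filter and 4 of them were higher, with a median log2 fold change of -0.051, which ranged from -0.097 without PLDP mouse 26 to -0.014 without control mouse 10, and an adjusted camera p of 0.521. The insulin secretion list had 22 of 35 tested genes higher, a median log2 fold change of 0.032 and an adjusted camera p of 0.386. Without PLDP mouse 17 that median was 0.050 and the adjusted camera p 0.0032. Unc13a and Camk2a were the genes with the smallest p in the insulin secretion list, with log2 fold changes of 0.15 and 0.10.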

Serotonin receptor signaling is closely associated with depression and anxiety disorders^42^. Notably, mice that overexpress IL-10 exhibit reduced depressive-like behaviors, while female IL-10 knockout mice display increased depressive-like behaviors^43^. Administration of IL-10 has also been shown to reverse depression-associated learning and memory deficits in mice^44^. Furthermore, insulin is known to enhance learning and memory and influence neurobehavioral conditions such as anxiety and depression^45^. IPA disease and function further predicted an enhancement in cognition, learning, and memory, along with a reduction in anxiety in PLDP mice (Fig. 6C). The variations in the associated genes with these predictions would further provide insights into the mechanisms underlying the changes observed in the behavioral experiments.

In this study, PLDP was administered for a duration of 16 weeks prior to the behavioral testing period, but it was not administered during the testing itself. This presents a potential limitation in the interpretation of the behavioral outcomes, as certain effects of PLDP may not have been detected due to its complete elimination from the body by the time testing commenced. Furthermore, depending on its rate of elimination, the impact of PLDP may have diminished throughout the testing period, potentially leading to variations in effect detection between the initial and final behavioral assessments. Additionally, RNA-seq analysis was conducted after the behavioral assessments, utilizing brain tissue from the same animals. At that point, PLDP administration had already been discontinued, raising the possibility that certain gene expression changes initially induced by PLDP were no longer detectable. Another limitation is that the RNA-seq analysis was performed using whole-brain samples, which may have masked region-specific molecular changes. Future studies using systematic approaches such as spatial transcriptomics or immunohistochemical analyses will be useful in clarifying these region-specific effects. Additionally, this study was conducted exclusively on male mice, and thus sex-dependent responses to PLDP were not evaluated. Future studies should address potential sex differences to provide a more comprehensive understanding of PLDP’s effects.

In conclusion, our study demonstrated that long-term ingestion of PLDP significantly enhanced memory and reduced anxiety- and depression-related behaviors in mice. These findings suggest the potential of PLDP as a natural supplement to support cognitive function, which is consistent with the results of our previous clinical trials^11–13^. Although improvements in anxiety- and depression-related behaviors were observed in mice, it remains to be determined whether these effects can be replicated in humans. Future studies should aim to confirm the reproducibility of these effects in humans and identify the specific active components of PLDP responsible for them.

## Materials and methods

### Food preparation

PLDP is a protease-treated product derived from the porcine liver^12^. The capsules containing PLDP were provided by Sugar Lady Cosmetics Co., Ltd. (Tokyo, Japan), and the contents of these capsules were used in the present study. Preparation method of PLDP is disclosed in Japan patent No. JP2016-135757A. Briefly, porcine liver was homogenized into a paste using a homogenizer or mincer. Following the addition of water, a proteolytic enzyme was applied and incubated. Subsequently, the enzyme was heat-inactivated, and the mixture was filtered to remove undigested materials. Finally, dextrin was incorporated as an excipient, and the resulting powdered mixture was encapsulated.

PLDP utilized in this study were sourced from commercially available functional food products, which are produced using by-products from animals processed for human consumption. These materials were procured and managed in accordance with ethical standards concerning the humane treatment of livestock and the efficient use of biological resources.

The components of the contents of PLDP were analyzed at Bureau Veritas F.E.A.C. Co., Ltd. (Shimane, Japan). Trace ingredients, such as minerals and vitamins, were analyzed using a different lot of PLDP from the one used in this study at the Japan Food Analysis Center (Tokyo, Japan). The PLDP-containing and control diets were prepared by Oriental Yeast Co., Ltd. (Tokyo, Japan). The PLDP-containing diet consisted of modified AIN-93M (Oriental Yeast Co., Ltd.) and 20% PLDP, while the control diet consisted of modified AIN-93M with an adjusted total caloric content (Table 2).

### Behavioral tests

All behavioral tests were performed on male C57BL/6NCrSlc mice (SLC, Tokyo, Japan). In this study, we aimed to assess the impact of PLDP ingestion on behavior. To eliminate the uncertainty surrounding the influence of PLDP on physiological variations, we used only male mice, thereby controlling for the potential confounding effects of estrous cycle variability. Sixteen-week-old mice were divided into two groups: one group was fed a PLDP-containing diet (PLDP mice: n = 13), and the other was fed a control diet (control mice: n = 13). After 16 weeks on their respective diets, the mice underwent a series of behavioral experiments. Food intake and body weight were measured every alternate week. Behavioral tests were conducted over a 17-day period following 16 weeks of dietary intervention. The schedule was as follows: open-field test (Day 1 and 2), elevated plus maze test (Day 3), forced swim test (Day 4), marble burying test (Day 5), Y-maze test (Day 6), Barnes maze test (Days 7–17: training on Days 7–11, first probe test on Day 12 [24 h after training], second probe test on Day 17 [6 days after training]). Total RNA was extracted from brains on Day 18. During the behavioral testing period, the mice did not receive the PLDP-containing diet.

### Barnes maze test

Spatial learning and memory were assessed using the Barnes maze test, essentially as previously described^46^. The apparatus consisted of a white circular platform 1.2 m in diameter with 12 holes equally spaced around its perimeter. An escape box was placed beneath the escape hole in the maze. Prior to the test, mice were habituated for three trials to familiarize themselves with the maze and escape box. During the test, two different pictures were placed in contrasting positions in a test room to provide visual assistance. The trial ended when a mouse entered the escape box or after 5 min elapsed. Training tests were conducted three times a day for five consecutive days, followed by probe tests conducted at 24 h and 6 days after the final training session to evaluate both recent and remote memory. No escape boxes were installed during the probe tests. Escape latency and time spent in the quadrant of each animal were recorded for 5 min.

### Y-maze test

Working memory was assessed using the Y-maze test, essentially as previously described^47^. The Y-maze consisted of three arms (50 × 10 × 15 cm) that diverged at an angle of 120° from the central point. Each mouse was placed in the central area. Mice were randomly placed in one of three arms and allowed to move freely into any of them. Each of the three arms was labeled with a symbol, and the number of entries into the arms and alternations were recorded. Spontaneous alternation behavior was defined as the entry into all three arms in a consecutive sequence. The percentage of alternations was calculated as the proportion of alternations to the number of alternation opportunities. The distance traveled, number of entries, and correct alternation of each animal were recorded for 8 min.

### Open field test

Locomotor activity and anxiety-like behaviors were assessed using the open field test as previously described^48^. Briefly, each mouse was placed in a corner of a square open-field apparatus (50 × 50 × 50 cm) and allowed to freely explore the arena for 30 min. Each mouse was placed in the corner of the apparatus. The center area was defined as a square 25 cm from the wall. The distance traveled, vertical activity (quantified by number of rearing), immobility time, time spent in the central zone, number of entries into the central zone, and grooming of each animal were recorded for 30 min.

### Elevated plus maze test

Anxiety-like behavior was assessed using the elevated plus maze test, essentially as described previously^46^. The test was performed using a four-arm apparatus comprising two open (30 × 5 cm) and two closed (30 × 5 × 15 cm) arms. Mice were placed in the center of maze (central platform), facing the closed arm. The distance traveled, time spent in the open arms, and number of open arms for each animal were recorded for 10 min. If a mouse fell, the test was not conducted for one trial and was repeated after the mouse had calmed down for 15 min.

### Marble burying test

Anxiety-like behavior was assessed using a marble burying test, essentially as described previously^49^. Mice were placed in a cage (25 × 25 × 25 cm) with 16 (4 × 4) evenly distributed marble balls (20 mm diameter) on top of approximately 5 cm thick sawdust bedding for 10 min. Marbles were disinfected with alcohol and dried before use. The number of marbles that were hidden and analyzed was counted. Marble balls exposed to less than or equal to 1/3 of their original area were considered to be buried, and the number of buried marble balls was blindly counted. We observed the number of marbles that a mouse hid within 10 min and analyzed the results.

### Forced swimming test

Depression-like behavior was assessed using the forced swimming test, essentially as described previously^21^. Mice were placed individually in a cylindrical glass tank (diameter × height = 16 × 30 cm) filled with water (24–26 °C) to a depth of 14 cm. Immobility time and latency to immobility time for each animal were recorded for 10 min.

### RNA sequencing analysis

RNA-seq analysis was performed using three mice from each group that were subjected to behavioral tests. After all behavioral tests had been completed, total RNA was extracted from the brains of the mice using the TRIZOL reagent (Thermo Fisher Scientific, Waltham, USA), according to the manufacturer’s instructions. Samples were subjected to TruSeq Stranded mRNA library preparation (Illumina) and sequenced on a NovaSeq 6000 (2 × 150 bp; Illumina, San Diego, CA, USA) for a 6-Gb coverage. In total, 2303 differentially expressed genes (1,271 upregulated and 1,032 downregulated genes) with *p*-values < 0.05 were further analyzed using Qiagen Ingenuity Pathway Analysis (IPA) software (QIAGEN, Valencia, CA, USA).

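Over all 18580 features tested, 1598 had an unadjusted p under 0.05, 913 of them higher and 685 lower in the PLDP mice. With that threshold and no difference between the diets, 929 features would be called by chance, and 5 simulated data sets without a difference gave 941 calls on average. Of the same features, edgeR's exact test called 1546, its likelihood ratio test 1614, limma voom 1611 and DESeq2 926. After Benjamini-Hochberg adjustment over all genes tested, 5 features were higher at an adjusted p under 0.05, Malat1, Novel1131, 9330162G02Rik, Kcnq1ot1 and Mt2, and 1 was lower, Slc6a5. In simulated counts with 200 genes changed 2-fold, 195 were tested. Of these, 189 were recovered at an unadjusted p under 0.05 and 168 at an adjusted p under 0.05. The called genes had median log2 fold changes of only 0.21 and -0.19. Recovery of changes that small was not simulated. Without PLDP mouse 17, 145 genes were higher and 37 lower at an adjusted p under 0.05; without control mouse 5, 0 genes passed and 1226 had an unadjusted p under 0.05.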

### Behavioral data analysis

Behavioral image data were analyzed using Prism v.9.0 software (GraphPad Software, Inc, CA, USA).

### Statistical analysis

The normality of data distribution was assessed using the Shapiro–Wilk test. Statistical significance was evaluated using two-way repeated measures ANOVA for data that met the assumption of normality. For non-normally distributed data, the non-parametric Mann–Whitney U test was used. All analyses were performed using GraphPad Prism v.9.0 (GraphPad Software, Inc.). Statistical significance was assumed when *P* < 0.05.

## Data Availability

The RNA-seq datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) repository under the accession number **GSE289386** and are accessible at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289386] (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289386).

How the deposited data were processed for this re-analysis (not part of the article)

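Gene expression was measured by RNA-seq in the brains of 3 control mice and 3 PLDP mice. RNA was taken after 16 weeks on the diets and the behavioral tests that followed, during which the PLDP diet was not given. Libraries of polyadenylated RNA were made with a stranded kit. The authors deposited 1 file of read counts per mouse, holding whole-number counts per gene without normalization. The paper's text names no aligner, counting program, genome build, annotation or test, so it is not known whether the counting used strand or how it treated reads shared between genes, and values of overlapping genes and of close paralogs are uncertain to that extent. Mice were assigned to diets by their labels, which carry the mouse numbers 2, 5 and 10 for control and 17, 22 and 26 for PLDP. All columns of per-sample values were used.

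Each file lists 60354 features. Of these, 257 Ensembl identifiers were not found in GENCODE M21 and 5320 numbered features have no Ensembl identifier and no sequence or position in it; both kinds were kept in the tests under the names the files give them. A count was present in at least 1 mouse for 36099 features. Totals per mouse were between 18797061 and 23938729 counts, mitochondrial genes took between 2.53% and 2.80% of them, and the gene with the most counts, mt-Co1, took at most 2.14%. Depth was thus similar between the diets. It limits genes with few counts: in simulated counts without any change, features kept without a filter passed the threshold with more than 2-fold changes in 384 to 438 cases per data set.

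Counts were analysed in R 4.3.3 with edgeR 4.0.16. Features were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15 by diet, scaled by TMM and tested with glmQLFit and glmQLFTest with diet as the only term. The threshold was an unadjusted p under 0.05, split at a fold change of 2, with Benjamini-Hochberg adjusted values beside it. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted within the 8 pathway lists and within the 16 marker lists that had at least 2 tested genes. Of the 17 marker lists written, the pituitary list had too few. The other lists were for choroid plexus, meninges, blood, endothelium, immediate early genes, interferon response, glucocorticoid response, microglia, oligodendrocytes, astrocytes, striatum, cerebellar granule cells, cortical and hippocampal projection neurons, thalamus, hypothalamus and olfactory bulb. Fold changes of the genes in Fig. 6C were taken from the same fit, with genes and colors read from the figure by eye. Files were read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

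The design, the gene lists, the alternatives and the rule for the genes named in the text were set before the data were examined. By that rule the text names the 5 genes with the smallest p in each direction that have a gene symbol other than a predicted model or clone name and separate the diets completely, the genes with an adjusted p under 0.05, the genes of Fig. 6C shown in both colors, its 5 colored genes with the smallest p in each direction and up to 5 changed against their color, up to 3 members of each list with an unadjusted p under 0.05, the receptor with the highest mean count for serotonin, acetylcholine and corticotropin-releasing hormone signaling, and the sex-linked genes. Further genes changed against their color in Fig. 6C, and the Hox genes as a family, are named although the rule does not reach them, and were chosen after their values were seen. Some genes that the rule reaches are not reported here.

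The alternatives were no filter on low counts, at least 10 counts in every mouse, relative log expression and upper-quartile factors, library size only, DESeq2 1.42.0, edgeR's exact test and likelihood ratio test, limma voom, the exact test and DESeq2 with no filter, fry and an estimated correlation for the lists, and leaving out each mouse in turn. A correction for GC content and exon length through splines with 5 degrees of freedom, Ensembl genes only, and edgeR's bias-adjusted quasi-dispersions with and without the filter were added after the data were seen. The fits were tested on simulated data with 200 genes changed 2-fold, and smaller changes were not simulated. Of the 200 genes 195 were tested and 168 recovered at an adjusted p under 0.05, with 12 unchanged genes called. The 10 splits of the 6 mice into 3 and 3 were each fitted in the same way. The behavioral measurements, and the members and z-scores of the pathways in IPA, were not analysed here.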

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

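In this part, the comparison with other splits of the mice, the GC and length correction, the tests on Neat1 and intronic transcripts, and all tests on the Hox genes as a family were chosen only after the result was seen.

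The 6 features with an adjusted p under 0.05 from edgeR's quasi-likelihood test are not discussed in the paper. The log2 fold changes were 0.29 for Malat1, 1.13 for Novel1131, 0.52 for 9330162G02Rik, 0.47 for Kcnq1ot1, 0.37 for Mt2 and -0.66 for Slc6a5, and in each of them the 3 PLDP mice lay on one side of the 3 control mice. 9330162G02Rik (ENSMUSG00000109536, chromosome 7 of GRCm38 from 59223847 to 59254788) is a gene model still to be experimentally tested, with 60.0 ± 4.93 CPM in the control mice and 86.4 ± 13.2 in the PLDP mice (SD, n = 3 each). Kcnq1ot1 is annotated as antisense to 5 genes, so its count depends on whether strand was used in the counting. The adjusted p of each feature rose above 0.05 in some of the fits that left out 1 mouse: Malat1 passed in 4 of 6 fits, Slc6a5, Novel1131 and 9330162G02Rik in 3, and Kcnq1ot1 and Mt2 in 2. Across the alternatives the highest adjusted p was 0.223 for Malat1, Slc6a5 and 9330162G02Rik, 0.151 for Novel1131 and 0.334 for Kcnq1ot1 and Mt2. Without control mouse 5, 0 genes passed, and 1226 had an unadjusted p under 0.05.

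A trend over GC content and gene length in single libraries was weighed first, since the log2 values of PLDP mouse 17 rose with GC content (Spearman's rho 0.27 over 17888 genes, against -0.14 to -0.037 in the other mice). After removal of each library's trends, 5 of the 5 annotated genes still had an unadjusted p under 0.05, which argues against these trends as the whole cause; Novel1131 has no sequence to correct. More nuclear RNA in the PLDP libraries is a candidate explanation for Malat1 and Kcnq1ot1, which are retained in the nucleus. Neat1, another nuclear RNA, had 180 ± 8.06 CPM in the control mice and 178 ± 7.03 in the PLDP mice (SD, n = 3 each), a log2 ratio of -0.017, and the summed CPM of transcripts annotated as intronic had a log2 ratio of -0.014. Neither sum differed much, while of the 45 tested intronic transcripts 27 were higher and 18 lower, with a median log2 fold change of 0.16, or 0.060 without PLDP mouse 22. As they went both ways, this explanation stays open. Of the 10 splits of the 6 mice, 2 gave as many genes with an adjusted p under 0.05, the split by diet with 6 and the split that set control mice 2 and 10 with PLDP mouse 26 against the rest with 9. With 10 splits the share can never be under 0.1, so a grouping of the mice by accident stays open, as does an effect of the diet, which was not tested apart from it.

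The Hox genes, which are expressed in hindbrain and spinal cord, were lower in the PLDP mice, and the paper does not discuss them. Their summed CPM were 33.6, 26.9 and 27.3 in the control mice and 22.8, 6.29 and 8.77 in PLDP mice 17, 22 and 26, a log2 ratio of -1.21 (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Without PLDP mouse 17 the log2 ratio was -1.96. All 11 tested Hox genes were lower under TMM, relative log expression and upper-quartile factors and with library size only, and 10 had an unadjusted p under 0.05 (6 without PLDP mouse 22), but none had an adjusted p under 0.05. The counts behind each sum were between 150 and 698. Trends over GC content and length do not account for this: after their removal the median log2 fold change of the Hox genes was -1.05, as before. A candidate explanation is that less caudal hindbrain or spinal cord was left on the PLDP brains at dissection. A list of 30 other transcription factor genes of that tissue, written before their values were seen, had 26 tested genes, of which 16 were lower and 10 higher, with a median log2 fold change of -0.018, which ranged from -0.16 without PLDP mouse 26 to 0.023 without control mouse 2; Pax2, Pax8, Nkx6-1 and Nkx6-2 were lower at an unadjusted p under 0.05 and 0 genes were higher. Since these genes went both ways, the list does not decide, and dissection and diet cannot be told apart for the Hox genes. Slc6a5 and Glra1, the genes of a glycine transporter and a glycine receptor subunit, were lower in the same mice, and whether they share a source with the Hox genes was not tested.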

How the results depend on the processing

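In this part, the correction for GC content and length, the fit on Ensembl genes only and the bias-adjusted quasi-dispersions were chosen only after the result was seen. No paired analysis was possible because the mouse numbers are not shared between the groups.

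The numbers of genes with an unadjusted p under 0.05, 913 higher and 685 lower in the PLDP mice, stayed within 1.5 times under the other scalings, the strict filter, edgeR's exact and likelihood ratio tests and limma voom. DESeq2 gave 564 and 362, and with no filter 555 and 383; of these, 537 and 347, and with no filter 485 and 346, changed by less than 2-fold. With no filter the quasi-likelihood test gave 1046 lower genes; of all its 2360 calls, 497 were features that the filter removes, so more tested features are only a part of the rise. Across the 6 fits that each left out 1 mouse, from 640 to 1293 genes were higher and from 493 to 1072 lower, the most without PLDP mouse 17 and the fewest without control mouse 2. Those with changes of less than 2-fold ranged from 554 to 1232 and from 450 to 1020 with the same mice. The share of higher genes among the calls was 57.1% with TMM, 56.9% with relative log expression factors, 62.2% with upper-quartile factors and 54.8% with library size only.

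The numbers of genes changed more than 2-fold, 41 higher and 25 lower, depended most on the filter. They were 330 and 223 with no filter, 258 and 151 with the exact test and no filter, 372 and 245 with bias-adjusted quasi-dispersions and no filter, 70 higher with DESeq2 and no filter, 27 and 15 with DESeq2, and 9 and 6 with at least 10 counts in every mouse. The settings without a filter test more features with few counts, whose fold changes are uncertain at this depth. Leaving out 1 mouse gave from 61 to 98 higher genes, the most without control mouse 10, and from 37 to 59 lower genes, the most without PLDP mouse 26. For DESeq2 the cause was not tested.

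The numbers of genes with an adjusted p under 0.05, 5 higher and 1 lower, moved under most alternatives. They were 122 and 58 with no filter, 48 and 17 with edgeR's exact test, 57 and 18 with the likelihood ratio test, 43 and 21 with the exact test and no filter, 19 and 5 with DESeq2, 16 and 6 with DESeq2 and no filter, 24 and 12 with bias-adjusted quasi-dispersions and no filter, and 17 and 8 after the GC and length correction. There were 2 higher genes with limma voom, 2 lower genes with Ensembl genes only, and 1 and 0 with library size only, where 1601 genes had an unadjusted p under 0.05. Leaving out 1 mouse gave from 0 to 145 higher and from 0 to 37 lower genes, the most without PLDP mouse 17. Without control mouse 5, 0 genes passed and 1226 had an unadjusted p under 0.05. The cause was not tested.

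Of the 8 pathway lists, 2 had an adjusted p under 0.05 with camera's preset correlation, and 0 with an estimated correlation or with fry, while 1598 single genes had an unadjusted p under 0.05 in the fit by diet. The medians are unaffected by the choice of test and were 0.032 for CREB signaling and 0.038 for synaptogenesis. Leaving out 1 mouse gave from 1 to 4 lists. The median of the CREB list was then from 0.017 to 0.060, and the list did not pass without control mouse 5, PLDP mouse 22 or PLDP mouse 26. The ERK/MAPK list had medians from -0.00013 to 0.027 and the insulin secretion list from 0.0092 to 0.050, and both passed without PLDP mouse 17. The synaptogenesis list passed in all 6 of these fits, with medians from 0.016 without PLDP mouse 26 to 0.056 without PLDP mouse 17.

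Of the marker lists, 4 passed with the preset correlation, and 0 with an estimated correlation or fry, with medians of -0.13 for choroid plexus, 0.19 for immediate early genes, 0.16 for glucocorticoid response and -0.089 for oligodendrocytes. Leaving out 1 mouse gave from 4 to 9 lists, the most without control mouse 5. The choroid plexus list had medians from -0.29 to 0.0058 and did not pass without PLDP mouse 17. The immediate early gene, glucocorticoid and oligodendrocyte lists passed in all 6 of these fits. With no filter the test's direction reversed for the meninges list, at a median of 0.015, and the astrocyte list passed with a median of -0.042. The direction of other lists also depended on single mice. Their medians ranged from -0.040 (without control mouse 5) to 0.064 (PLDP mouse 26) for meninges, from -0.32 (control 5) to 0.092 (control 2) for blood, from -0.049 (control 2) to 0.019 (PLDP 22) for microglia, from -0.041 (control 2) to 0.013 (PLDP 22) for striatum, from -0.047 (control 5) to 0.099 (PLDP 26) for cerebellar granule cells, from -0.030 (PLDP 22) to 0.11 (PLDP 17) for thalamus, from -0.0084 (PLDP 26) to 0.14 (PLDP 22) for interferon response and from -0.085 (control 5) to 0.029 (PLDP 17) for olfactory bulb. Blood passed without control mouse 5 (median -0.32), thalamus without PLDP mouse 17 (0.11), interferon response without PLDP mouse 22 (0.14), cerebellar granule cells without PLDP mouse 26 (0.099), and olfactory bulb without control mouse 5 (-0.085) and without PLDP mouse 22 (-0.075). Endothelium ranged from 0.074 (PLDP 17) to 0.17 (control 10), astrocytes from -0.053 (PLDP 17) to -0.019 (PLDP 22) and cortical and hippocampal projection neurons from 0.040 to 0.060, each passing in some of these fits. The hypothalamus list did not pass in any, with a median of -0.028 without control mouse 10. The cause was not tested.

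For the 64 named genes, 1340 comparisons with an alternative were made. In 1244 the direction and the side of an unadjusted p of 0.05 stayed as they were, 78 were weaker, 15 stronger and 3 reversed. The reversals were in Y-linked genes without a difference between the diets, with log2 fold changes from -0.31 to 0.039 for Eif2s3y and from -0.11 to 0.027 for Kdm5d when 1 mouse was left out.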

Differences from the paper's values

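No test in this part was chosen after the result was seen, apart from the settings with bias-adjusted quasi-dispersions and with the GC and length correction.

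The paper reports 342 genes more than 2-fold higher in the PLDP mice, and 41 were found here. Among the alternatives set before the data were examined, no filter on low counts gave 330 and edgeR's exact test with no filter gave 258, both within 1.5 times of the paper's number; no other alternative closed the gap. For genes at less than 50% of the control level, the paper reports 216 and 25 were found. No filter gave 223 and the exact test with no filter 151, and the other alternatives set before the data were examined did not close the gap. With no filter and bias-adjusted quasi-dispersions, a setting chosen after seeing the values, the numbers were 372 and 245.

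The paper reports 1032 lower genes in all, and 685 were found. The number came within 1.5 times of the paper's with no filter (1046), relative log expression factors (688), library size only (723), the likelihood ratio test (690), limma voom (699), the exact test with no filter (793), without PLDP mouse 17 (1072) and without PLDP mouse 22 (751), and with the settings chosen after seeing the values that used the GC and length correction (793) or bias-adjusted quasi-dispersions with the filter (689) and without it (997). It did not with upper-quartile factors, at least 10 counts in every mouse, DESeq2 with or without the filter, the exact test, or without any of the other mice.

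Fig. 6C shows some genes in a color that differs from the direction found here. Of those in blue, which marks a decrease, the log2 fold change was 0.14 for Crhr1, 0.35 for Ly6a, 0.14 for Neurod2 and 0.10 for Kcnh3. Of those in red, which marks an increase, it was -0.10 for Rtn4, -0.34 for Hsd11b1, -0.31 for Il1r1 and -0.27 for Tlr3. Crhr1 appears in red in another list of the figure. Many genes in black also had an unadjusted p under 0.05 here, 53 of 63 for cognition and 35 of 42 for learning. The numbers were 25 of 28 for memory and 23 of 26 for anxiety. This need not differ from the paper. The colored genes number 33, 42, 27 and 17, as many as the paper counts as fitting each prediction. Shank1 is black for cognition, learning and memory and red for anxiety, so black does not mark a gene as unchanged.

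For the pathways, the paper predicts lower corticotropin-releasing hormone signaling and higher acetylcholine receptor, serotonin receptor and interleukin-10 signaling. The core lists used here, which are not IPA's members, had median log2 fold changes of 0.048, -0.054, -0.047 and -0.051 in that order. None of these lists had an adjusted camera p under 0.05. The paper's predictions are z-scores for activation or inhibition. A median instead counts every gene's change alike, whether the gene raises or lowers signaling. The medians therefore do not test the predicted directions. Across the fits that each left out 1 mouse, the corticotropin-releasing hormone median was lowest without PLDP mouse 22 (0.019) and the serotonin receptor median closest to 0 without PLDP mouse 26 (-0.020). The interleukin-10 median ranged from -0.097 without PLDP mouse 26 to -0.014 without control mouse 10, and the acetylcholine receptor median from -0.071 without PLDP mouse 26 to 0.0099 without PLDP mouse 17.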

Other observations

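In this part, the GC and length correction and the tests on striatal markers, receptor genes, intronic transcripts, gene models and pseudogenes were chosen only after the result was seen.

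The number of genes with an unadjusted p under 0.05, 1598 of 18580, was above the 929 that chance gives. On the same features edgeR's exact test called 1546, its likelihood ratio test 1614 and limma voom 1611, while DESeq2 called 926. Of these tests the excess was absent with DESeq2 only, and why was not tested. With no filter, where the threshold alone gives 1805 of 36099, the quasi-likelihood test called 2360, the exact test 1846 and DESeq2 938. Simulated counts without any change gave the quasi-likelihood test 1385.4 calls on average over 34353 features. For that test 1805 is thus too high a chance level. The exact test and DESeq2 were not run on simulated counts, so whether they show an excess with no filter was not determined. With the filter, leaving out 1 mouse gave from 1133 calls without control mouse 2 to 2365 without PLDP mouse 17. After removal of each library's trends over GC content and exon length the quasi-likelihood test called 1720 of 17888 genes, so these trends do not account for the excess in that test. Of the 10 splits of the 6 mice, 2 gave as many genes: the split by diet, and the split of control mice 2 and 5 with PLDP mouse 17 against the rest, with 1773. The other splits gave between 442 and 994. The first principal component, with 24.8% of the variance, separated the diets (-18.8, -12.5 and -6.83 in the control mice against 10.2, 9.93 and 18.0 in the PLDP mice), and PLDP mouse 17 stood apart from the other mice on the second (-25.6, with 22.2% of the variance). With 10 splits the share cannot be under 0.1, so a difference between mice that happens to follow the diet stays open beside the diet itself.

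With no filter on low counts, 553 features passed an unadjusted p under 0.05 with more than a 2-fold change. Simulated counts without any change gave 418.6 on average, so counting noise of low-count features may make up much of this number, but the simulations had 34353 features against 36099 here and cannot tell which features are real changes. The split by diet was the only 1 of the 10 splits with as many; the other splits gave from 377 to 505. Numbered features without an Ensembl identifier made up 118 of the 553, 95 had no count in any control mouse and 97 had none in any PLDP mouse.

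Immediate early genes, which respond to recent neuronal activity, were higher on average in the PLDP mice. Of 22 genes 21 were higher, 11 of them at an unadjusted p under 0.05. After adjustment 6 passed over the list alone and 0 over all genes tested. The median log2 fold change was 0.19 (adjusted camera p = 1.8e-09; with fry 0.518 and with an estimated correlation 0.404). Leaving out 1 mouse gave medians from 0.095 without PLDP mouse 26 to 0.30 without PLDP mouse 17, and from 6 genes at an unadjusted p under 0.05 without PLDP mouse 22 or 26 to 19 without PLDP mouse 17. Averaged over the list, log2(CPM + 1) relative to the control mean was -0.097 in PLDP mouse 17. It was 0.26 in PLDP mouse 22 and 0.33 in PLDP mouse 26. The control mice lay between -0.051 and 0.043, so PLDP mouse 17 did not share the rise. After the GC and length correction the list's median was 0.17, which argues against those trends. Loss of caudal tissue that leaves more forebrain would raise forebrain markers as well. Striatal markers went both ways, with 8 lower, 6 higher and a median of -0.016, while 11 of 14 markers of cortical and hippocampal projection neurons were higher, with a median of 0.052, so this explanation stays open. Of the 10 splits, 4 gave a median as far from 0, so the grouping stays open. RNA was taken after the behavioral tests, and handling or arousal before sampling was not tested.

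The results of the other marker lists were as follows. Glucocorticoid response genes were all 12 higher, 7 at an unadjusted p under 0.05, with a median log2 fold change of 0.16, or 0.27 without control mouse 10; without control mouse 2, control mouse 5 or PLDP mouse 26, 8 were higher. The adjusted p of the list from limma's camera test was 3.5e-07. In it 1 gene, Mt2, had an adjusted p under 0.05 over all genes. Oligodendrocyte genes had a median of -0.089 (adjusted p = 4.1e-05), or -0.046 without control mouse 5, with 5 of 12 lower at an unadjusted p under 0.05, or 2 without control mouse 5, and choroid plexus genes a median of -0.13 (0.0045), or 0.0058 without PLDP mouse 17. The medians of the lists that did not pass were 0.13 for endothelium, -0.039 for astrocytes, 0.052 for cortical and hippocampal projection neurons, -0.086 for hypothalamus, -0.056 for olfactory bulb, 0.050 for cerebellar granule cells, -0.089 for blood, 0.029 for interferon response, -0.0092 for microglia, 0.041 for thalamus, 0.017 for meninges and -0.016 for striatum. None of the 16 lists passed with fry or an estimated correlation. Of the 10 splits of the mice, 8 gave as many marker lists with an adjusted p under 0.05 as the split by diet, which gave 4, and 4 gave as many pathway lists, of which the split by diet gave 2. A calling of lists by differences between single mice is therefore open, and no biological explanation was tested.

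Gene models still to be experimentally tested were higher more often than lower in the PLDP mice, 43 against 3 of 379 at an unadjusted p under 0.05 (30 against 2 without PLDP mouse 26), and so were processed pseudogenes, 116 against 34 of 1293, or 45 against 35 without control mouse 2 and 73 against 51 without PLDP mouse 17, where their median log2 fold change fell from 0.073 to 0.024. Genomic DNA in the PLDP libraries would raise olfactory and vomeronasal receptor genes, which are silent in most of the brain; their summed CPM were 33.3 ± 0.38 in the control mice and 33.0 ± 1.68 in the PLDP mice (SD, n = 3 each), a log2 ratio of -0.015, which argues against it. Transcripts annotated as intronic had a log2 ratio of -0.014 in their sum but a median of 0.16 over 45 tested genes, or 0.060 without PLDP mouse 22, with 27 higher and 18 lower, so more unspliced RNA stays open. After the GC and length correction 47 gene models were higher and 4 lower, which argues against those trends for this type. For the pseudogenes the correction left 91 higher and 67 lower, with a median of 0.036, so GC content and the diet cannot be told apart there; reads shared with the parent genes were not analysed here.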
